A study of Mus musculus with 30 samples. Its data were reported in "Somatic Donor Cell Type Correlates with Embryonic, but Not Extra-Embryonic, Gene Expression in Postimplantation Cloned Embryos" (2013).

How the data were processed

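Expression was measured in mouse conceptuses at the onset of gastrulation, each separated into an embryonic part (the epiblast side) and an extraembryonic part (the trophoblast side). The conceptuses were clones made by somatic cell nuclear transfer (SCNT), in which the nucleus of a donor cell replaces that of an egg, or came from in vitro fertilisation (IVF). The donor cells were cumulus cells (CC) and tail-tip fibroblasts (FC), both female, and neonatal Sertoli cells (SC), which are male. Per the labels, RNA of 1 part of a single conceptus went through 2-round linear amplification, was labelled with Cy3 and was hybridised to a one-colour Agilent whole mouse genome array, and the scans were read with Feature Extraction 10.5.1. Groups were taken from the labels alone, which gave 30 arrays in 10 groups of donor type or IVF sex and tissue.

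Per the file headers, the intensity used was the processed signal of Feature Extraction, which is background-subtracted and detrended within the array and was not scaled between arrays. The same files hold the median pixel intensity of each spot and of its local background, and, per the file headers, codes and flags for control spots, saturation, non-uniform spots and signals well above background. The authors also deposited a table of log2 values for 41265 probes. Checked against the arrays, each of its columns equalled the log2 signal minus the array's 75th percentile minus the mean of the IVF group of the same sex and tissue, with a median absolute difference of 0.00025 to 0.00626. The median absolute difference was 0.027 to 0.29 when quantile-normalised values took the place of the percentile-scaled ones. That table served as an alternative for comparisons within a tissue. It was not used between tissues, where its subtraction of a separate IVF mean removes the difference.

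Each array held 43379 spots without controls for 41174 probes, of which 245 had 10 spots each and were averaged. Probes well above background made up 48.45% to 72.96% of an array, and median processed signals lay between 19.28 and 95.56. No spot was saturated. Values were quantile-normalised over all 30 arrays and log2-transformed in R 4.3.3 with limma 3.58.1, the data.table package 1.17.8 and statmod 1.5.0, and spots marked as non-uniform (4 to 1719 per array) were then set to missing. A probe entered a comparison when it was well above background on at least 1 of its arrays. Gene names came only from matching the RefSeq accession of a probe to the GRCm38.p6 gene table, which named 26888 probes (65.3%) and 18327 genes, 6528 of them with several probes. The other 14286 probes had no name, and no coordinates were used.

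Each comparison was a limma fit with moderated statistics, and p-values were adjusted by the Benjamini-Hochberg method over the probes tested. A probe was called at an adjusted p under 0.05 and a change of at least 2-fold. The threshold stated in the study's methods, 5% and 2-fold without a stated adjustment, was taken as an unadjusted p under 0.05 with the same fold. Clone groups were compared with the IVF group of the same sex and tissue, FC with CC within a tissue, and embryonic with extraembryonic tissue over all arrays. The mean clone effect averaged the 3 sex-matched differences in a fit of all 5 groups of a tissue. The tissue difference of a donor type was the clone effect in embryonic tissue minus that in extraembryonic tissue. Errors of log2 fold changes are standard errors of the fit and errors of levels are standard deviations between arrays. The labels do not say whether the embryos of a group came from separate experiments, so p-values measure the spread between these arrays.

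Where a group had no array well above background for a probe, a log2 difference has no meaning as a size, and the text gives a lower bound, or, for means over donor types and for differences between tissues, the direction alone or a value named as no size. For this bound each such array was set to the lowest signal that was well above background on it, or to the probe's own value if that was higher.

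Gene lists were fixed before the data were examined, as were the designs, the rule for naming genes and most alternatives. Each list was read through 1 probe per gene, that with the highest mean. Its members were counted at the call over all probes and again adjusted over the list alone. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists of a comparison. The genes named are, for clone against IVF and for the mean effect, the 8 largest changes in each direction among called probes whose groups did not overlap (for the mean effect, of the same sign in the 3 donor types). Fewer than 3 were filled up to 3 by the smallest unadjusted p. The genes that the study's text names were kept whatever their values, with up to 4 members per list by smallest p and up to 10 shared genes by mean fold. For FC against CC and for the tissue differences the 5 largest in each direction were named.

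The alternatives were 75th percentile scaling, quantile scaling within each tissue, normexp background correction with an offset of 50, no detection filter, a strict filter (well above background on all arrays of at least 1 group), the authors' table, trended and robust moderation, 1 fit of all 5 groups, blocks for replicate number, slide or scan session, and each array left out in turn. The normexp alternative used median spot and background intensities, since the deposited files hold no mean spot intensity. Alternatives chosen after the data were seen used only IVF female extraembryonic array 3 as the female control, averaged CC and SC only, or repeated the overlap of donor types under other settings.

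Scan sessions and slides were read from the file headers. There were 11 slides in 7 scan sessions. CC and IVF female embryonic arrays shared scan session 3 and both of its slides. CC extraembryonic arrays shared scan session 2 with IVF female extraembryonic array 3, while IVF female extraembryonic arrays 1 and 2 were alone in scan session 1. FC and SC arrays and IVF male arrays lay in sessions that held none of the groups they were compared with, so batch and group cannot be told apart for FC and SC against IVF and for FC against CC, and only a random slide block could be fitted there.

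The fits were tested on simulated data with 200 changed probes, 50 of each size. The noise of each probe was its residual SD in a fit of all 30 arrays. The median residual SD was 0.533 between tissues over all arrays. It was 0.315 for CC embryonic, 0.462 for CC extraembryonic and 0.524 for FC extraembryonic tissue against IVF. The shares for CC embryonic tissue thus hold for noisier arrays than the real ones. For CC against IVF female embryonic tissue (30662 probes), 0% of the changes of 1 on the log2 scale were called, 28% of those of 2, 42% of those of 3 and 76% of those of 4. For CC against IVF female extraembryonic tissue (31975 probes) the shares were 0%, 16%, 44% and 66%, and for FC against IVF female extraembryonic tissue (28940 probes) they were 0%, 0%, 30% and 52%. A raised list among 20 simulated lists in the first of these comparisons had an adjusted p of 2.04e-17 by camera, and 0.0141 with an estimated correlation. The number of arrays limits the precision of every value.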

Results

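RNA from 30 arrays was compared, each with 1 tissue part of a single conceptus. The CC group had 3 embryonic and 3 extraembryonic arrays, the FC group 3 and 2, and the SC group 3 and 4. IVF female and IVF male conceptuses gave 3 arrays of each tissue. Between 48.45% and 72.96% of the probes of an array were well above background. All changes are log2 fold changes with the standard error of the fit unless a fold is named, and levels are mean log2 signals with their SD.

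Sex-linked transcripts checked the labels. The donor cells were heterozygous for a loss of Xist, as the study states, which bears on each Xist value in clones, so the sex check rests on Ddx3y. Xist, the RNA that coats the inactive X chromosome, was at 12.97 ± 0.36 in CC, 10.44 ± 0.40 in FC and 12.91 ± 0.44 in IVF female embryonic tissue (n = 3 each). It was well above background on 1 of 3 SC and on 0 of 3 IVF male embryonic arrays. The Y-linked helicase gene Ddx3y was at 14.20 in SC and 12.16 in IVF male embryonic tissue, against 2.23 in CC, 2.27 in FC and 2.39 in IVF female tissue. In extraembryonic tissue Ddx3y was at 12.07 in SC and 12.21 in IVF male samples and between 2.19 and 2.29 in the female groups.

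The dissection was examined by comparing embryonic with extraembryonic tissue over the 5 embryo types. Otx2, a transcription factor of the anterior epiblast, was higher in embryonic tissue by 10.47 ± 0.54 (adjusted p = 5.31e-14), Fgf5 by 10.11 and the pluripotency factor Pou5f1 by 8.91 ± 0.45. Lower in embryonic tissue were Elf5, a trophoblast stem cell factor (-10.18 ± 0.24, adjusted p = 5.58e-20), the trophoblast caudal gene Cdx2 (-7.04 ± 0.35), and the placental genes Plac1 (-10.72) and Rhox6 (-10.73). Of 17 measured epiblast genes, 14 rose and none fell in embryonic tissue, with the same counts when adjusted over the list alone (median 3.39, camera adjusted p = 2.43e-06, adjusted p = 0.0705 with an estimated correlation). Of 20 extraembryonic ectoderm genes 18 fell (median -4.87), and of 16 ectoplacental cone and spongiotrophoblast genes 15 fell and 1 rose (median -4.65). Their adjusted p was 7.09e-10 and 1.56e-07 by camera, and 0.00407 and 0.0319 with an estimated correlation. The 5 measured genes imprinted through H3K27me3 all fell in embryonic tissue (median -2.79, adjusted p = 7.76e-04, adjusted p = 0.0238 with an estimated correlation), among them Sfmbt2 (-8.65 ± 0.23) and Gab1 (-6.21). The 4 measured epiblast markers and the 5 extraembryonic markers that the study used passed in their own direction, with medians of 7.85 and -8.36. These were picked by the study, so they are not independent evidence. In limma, 9719 of 35968 probes passed, 4843 higher and 4876 lower in embryonic tissue, and quantile scaling within each tissue moved the share of higher calls from 49.8% to 64.7% and the median of all probes from -0.0652 to 0.234. With the scan session as a block 10147 probes passed, and within slide 10, which held both tissues of IVF male conceptuses, 4950 passed.

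CC and IVF female embryonic tissue were compared to see how clones of cumulus cells differ from fertilised embryos of the same sex. Several genes of the primitive streak and of early mesoderm were higher in CC. Mesp1, a transcription factor of nascent mesoderm, was higher (n = 3 CC and 2 IVF female arrays, adjusted p = 0.00728), with no fold given because neither of those IVF female arrays was well above background. Lhx1, a gene of the streak and the node, rose by 3.59 ± 0.36 (n = 3 each, adjusted p = 0.036). Kdr, the receptor that marks blood and vessel progenitors, was at least 74.3-fold higher and Fgf3 at least 14.5-fold higher. Of the 17 measured streak and mesoderm genes 4 rose over all probes and 14 when adjusted over the list alone, and none fell (median 3.59). Camera gave an adjusted p of 5.41e-14 for this list, and the call was lost with an estimated correlation (adjusted p = 0.463 with an estimated correlation). Brachyury (T), at 5.69 ± 0.79, was among the members past the list-alone test that missed the test over all probes (adjusted p = 0.0846).

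Of the endoderm regulators, Gata6 rose in CC embryonic tissue by 7.17 ± 0.51 (adjusted p = 0.0164) and Gata4 was at least 4.38-fold higher (adjusted p = 0.00728), while Hhex (4.96, adjusted p = 0.0564) and Foxa2 (3.87, adjusted p = 0.134) missed the test. Of 18 visceral endoderm genes 2 rose over all probes and 6 when adjusted over the list alone. The median was 2.37, or 1.95 with genes near background at their bound (camera adjusted p = 1.96e-08, adjusted p = 0.463 with an estimated correlation). Visceral endoderm is a separate tissue that covers the epiblast, and on CC embryonic array 2 this list stood at 4.06 above its mean over embryonic arrays, against 0.54 and 0.85 on the other CC arrays. Without that array the median was 0.558, while the streak median was 3.92. Among germline genes that DNA methylation silences in somatic cells, some were lower in CC. Dazl was at -3.37 ± 0.36 (adjusted p = 0.0468) and Taf7l was at least 4.03-fold lower, while Mael (-1.91) and Hormad1 (-2.14) missed the test. Of 15 such genes 2 fell over all probes and 6 when adjusted over the list alone, with a median of -1.42 (camera adjusted p = 4.17e-08, adjusted p = 0.463 with an estimated correlation).

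Other changes in CC embryonic tissue were seen in single genes. The Wnt antagonist Dkk1 was at least 220-fold higher (adjusted p = 0.0224), the Wnt ligand gene Wnt2 at least 52.4-fold, Klhl6 at least 39-fold and the mesoderm factor Foxc1 at least 35.4-fold. The mesenchymal cadherin gene Cdh11 rose by 6.21 ± 0.47. Dmrtc1c2 (-2.73 ± 0.25) and Ppfia4 (-1.75 ± 0.17) fell, and Ntsr2, Slitrk1 and Baiap3 were lower by bounds that do not reach 2-fold (1.57-, 1.7- and 1.78-fold). Each of these genes had all CC arrays beyond all IVF female arrays, which was part of the rule for naming them and adds no evidence. Chance gives this for 10% of probes with 3 against 3, and it held for all 72 called probes. The paternally expressed amino acid transporter gene Slc38a4 rose by 1.77 ± 0.19 (adjusted p = 0.0469). It was the single called gene among 24 paternally expressed ones (3 adjusted over the list alone, median 0.272, or 0.216 with bounds, camera adjusted p = 0.00993, adjusted p = 0.463 with an estimated correlation). None of the 30 measured genes named by the study passed, from Dnmt3l at -1.23 to Eomes at 1.64.

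In all, limma called 72 of 30497 probes between CC and IVF female embryonic tissue, 63 higher and 9 lower, and 1230 passed at the unadjusted threshold. With the slide as a block 26 probes passed, and 1 within slide 4 (2 against 2 arrays). The streak median was 3.59 with that block, 3.42 within slide 4 and 4.13 within slide 5, where 1 array a group allows no test. The visceral endoderm medians were 2.37, 3.51 and 0.655, and the germline medians -1.42, -1.49 and -1.12, in the same order. Both groups were spread alike over these slides, so the medians with the block were fixed in advance and are no check. The count was 5, 49 or 0 without CC array 1, 2 or 3, and 38, 21 or 33 without IVF female array 1, 2 or 3, and 3, 10, 0, 8, 4 and 6 of the 20 named genes that were called kept their call.

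**Figure D1:**
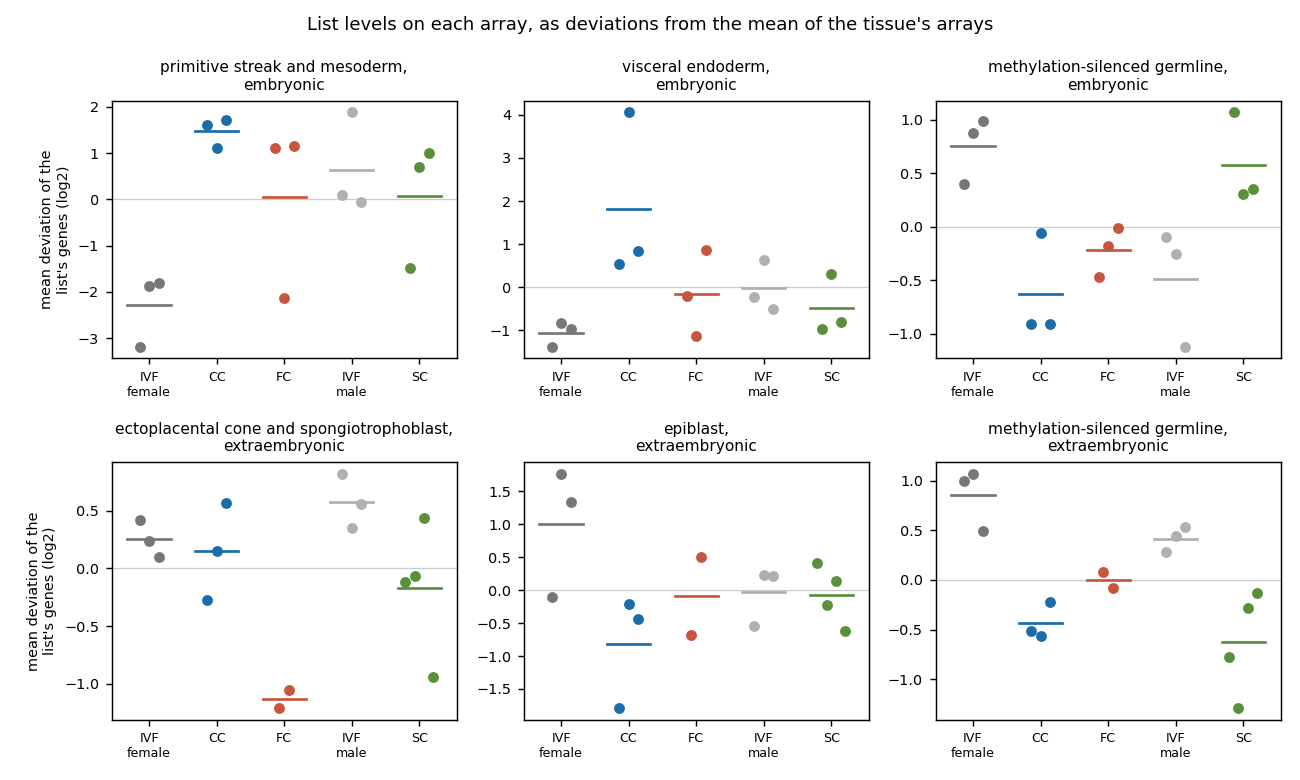
Mean level of gene lists on each array, as log2 deviation from the mean over all arrays of the tissue, by group, with a point for each array and a bar for the group mean. In embryonic tissue the primitive streak and mesoderm list was positive on each CC array, with a highest level of 1.71, and lay between -3.18 and -1.81 on the IVF female arrays.

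FC embryonic tissue was compared with the same IVF female arrays. The zinc finger gene Sall3 was at least 23-fold higher (adjusted p = 0.00264), and Mlycd, which encodes malonyl-CoA decarboxylase, rose by 3.61 ± 0.29 (n = 3 each, adjusted p = 0.0152). Lor, which encodes a protein of the cornified envelope, rose by 3.82 ± 0.50 and Ppp6r1 by 3.36 ± 0.29. Fnip1, a partner of folliculin, was at least 10.1-fold lower (adjusted p = 0.0156), Dmxl1 at least 7.96-fold, and Nr3c1, the glucocorticoid receptor gene, at least 2.39-fold lower. Otud4, which encodes a deubiquitinase, was at -3.81 ± 0.25 and Lrch2 at -3.74. Grrp1 rose by 3.87 ± 0.92 (adjusted p = 0.0472), while Pon1 and Insyn1 were at least 5.01- and 6.59-fold higher. Tgtp1 was at least 3.23-fold higher by 1 probe and at -0.93 by its other. Lower by a bound were Ro60 (4.79-fold), Atl1 (4.31-fold) and Lpar4 (3.21-fold).

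Some chromatin and DNA methylation regulators fell in FC embryonic tissue. The deacetylase gene Hdac2 was at -2.26 ± 0.18 (adjusted p = 0.0152), the Polycomb gene Suz12 at -1.23 ± 0.17, and the oxidase gene Tet3 at -2.07 ± 0.17, with a second Tet3 probe at 0.62. Of 19 regulators 4 fell and none rose, over all probes and adjusted over the list alone (median -0.395, camera adjusted p = 0.0173, adjusted p = 0.969 with an estimated correlation). Among 22 genes of oxidative phosphorylation 4 rose, including Ndufa5 (1.14 ± 0.18) and Cox5b (1.05 ± 0.17), and 1 fell, the succinate dehydrogenase gene Sdha (-1.29 ± 0.17). Camera did not call that list (median 0.404, adjusted p = 0.116). Some germline genes were lower in FC than in IVF female embryonic tissue, with 5 of 15 lower over all probes and 7 when adjusted over the list alone, among them Ddx4 (-1.59 ± 0.23), Slc25a31 (-2.16 ± 0.37) and Hormad1 (-1.29 ± 0.24). The list median was -1.29, or -0.382 with 4 genes near background at their bound (camera adjusted p = 0.0189, adjusted p = 0.969 with an estimated correlation). The IVF female arrays, which are the controls of CC too, stood at 0.40, 0.88 and 0.99 on this list, the FC arrays at -0.47, -0.18 and -0.01 and the IVF male arrays at -0.10, -0.25 and -1.12, so lower germline medians in FC and CC are not independent. The streak and mesoderm list had a median of 2.28 (1.91 with bounds) and a camera adjusted p of 0.0281 (adjusted p = 0.969 with an estimated correlation), with 0 of 17 members called by limma, also when adjusted over the list alone. The list-alone count was 12 without FC array 2, whose list level was -2.14 while it was positive on the other FC arrays, at most 1.16.

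Among genes named by the study, Xist was lower in FC embryonic tissue by its brightest probe (-2.48 ± 0.32, adjusted p = 0.0174), with 2 of 4 Xist probes lower and 2 higher. The growth factor gene Nodal rose by 1.45 ± 0.35 (adjusted p = 0.0485). Gab1, an adaptor gene with a role in placental growth, was at -2.55 ± 0.44 (adjusted p = 0.0247). The other 27 of 30 lay between Meg3 at -6.06 and Cited1 at 1.83. Limma called 3186 of 29810 probes, 1246 higher and 1940 lower, and 4791 passed unadjusted. Percentile scaling moved the median of all probes from -0.0331 to 0.106. Without FC array 1 or IVF female array 2 or 3 the count was 0, with 0 of 60 called named genes kept in each case. It was 3013, 420 and 112 without FC array 2, FC array 3 and IVF female array 1, with 44, 12 and 6 kept.

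SC embryonic tissue was compared with IVF male embryonic tissue. Some immediate early genes, which encode transcription factors that respond first to stimuli, were lower in SC. Fos was at -7.25 ± 0.93 (n = 3 each, adjusted p = 0.00655), Jun at -4.34 ± 0.39, Egr1 at -4.48 ± 0.91 and Egr2 at -3.18 ± 0.46. Of 16 immediate early and heat shock genes 6 fell and none rose, over all probes and adjusted over the list alone (median -0.773, camera adjusted p = 0.0397, adjusted p = 0.971 with an estimated correlation). The control arrays stood apart on this list, with the IVF male arrays at 1.21, 0.93 and 0.65 about the mean over embryonic arrays, the SC arrays at -0.44 or below and no other embryonic array above 0.23. Other genes that fell were the histone genes H2ac6 (-4.72 ± 0.55) and H2bc23 (-4.13) and the neuropeptide gene Npy (-4.04 ± 0.54). Ccdc146 and Dmrt2 were at least 4.05- and 5.17-fold lower.

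Several of the largest rises in SC embryonic tissue were seen by 1 probe of a gene and not by another. Gbf1 rose by 6.48 ± 0.46 (adjusted p = 0.00119) with a second probe at 0.77, and Cbl by 6.37 with a second probe at -0.08. Ckap5 rose by 6.15 (other probe 0.39), Brd4 by 5.99 (other probe 0.54) and Malat1 by 6.22, with 4 probes from -1.77 to 6.22. Fancm and Ccdc186 were at least 15.4- and 29.3-fold higher by 1 probe while another probe was at -1.21 and -0.57. Hyal1, a hyaluronidase gene, was at least 9.61-fold higher (adjusted p = 4.23e-04) with a second probe at 6.09. Over all genes with a called probe, 59.5% of 1647 other probes of the same gene moved the same way in SC, 79.8% of 1675 in FC and 90.9% of 22 in CC embryonic tissue. Among those well above background on all arrays of the comparison it was 58.3% of 1319, 82% of 1299 and 80% of 10.

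Methylation-silenced germline genes had a positive median in SC embryonic tissue, 0.853 (0.8 with bounds), with 0 of 15 called by limma over all probes or adjusted over the list alone. Camera gave an adjusted p of 0.0442 (adjusted p = 0.971 with an estimated correlation), and the median was 0.556 without SC array 1. Xist was called higher in SC by 1 probe (adjusted p = 0.0036), but only 1 of 3 SC arrays was well above background, so no fold is given. Its other probes were at 2.98, 2.11 and 2.88 in SC and at 3.15, 2.12 and 2.25 in IVF male embryonic tissue, not well above background on any of these arrays. The receptor gene Fgfr2 was at -1.02 ± 0.26 (adjusted p = 0.049), and the other 24 of 26 study genes lay between Cdx2 at -2.10 and Hand1 at 2.98. Before normalisation, median processed signals were 85.88, 95.56 and 92.91 on SC embryonic arrays 1, 2 and 3. They were 23.2, 24.2 and 76.56 on IVF male embryonic arrays 1, 2 and 3, so bright arrays were set against mostly dim controls. Limma called 3966 of 27644 probes, 2343 higher and 1623 lower, and 5955 passed unadjusted. The count was 2065, 1510 and 2458 without SC array 1, 2 and 3. Of the 49 called named genes 26, 23 and 31 kept the call without those arrays, and 37, 34 and 34 without IVF male array 1, 2 and 3.

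The IVF groups differed from each other in embryonic tissue. Between IVF female and IVF male embryos limma called 715 of 20785 autosomal probes, 342 higher in females and 373 higher in males. The female level was below the male one for Fos (-6.60), and also for Mesp1, Sall3 and Dkk1, whose probes were not well above background on any IVF female embryonic array. Foxc1 was below the male level too, and Nr3c1 was above it. Fos was also low in SC against IVF male embryos, Nr3c1 was low in FC against IVF female embryos, and the others were high in CC or FC against IVF female embryos. In extraembryonic tissue 10 of 20545 autosomal probes were called, and 2366 passed unadjusted. The sexes were scanned in separate sessions, so sex and session cannot be told apart here.

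**Figure D2:**
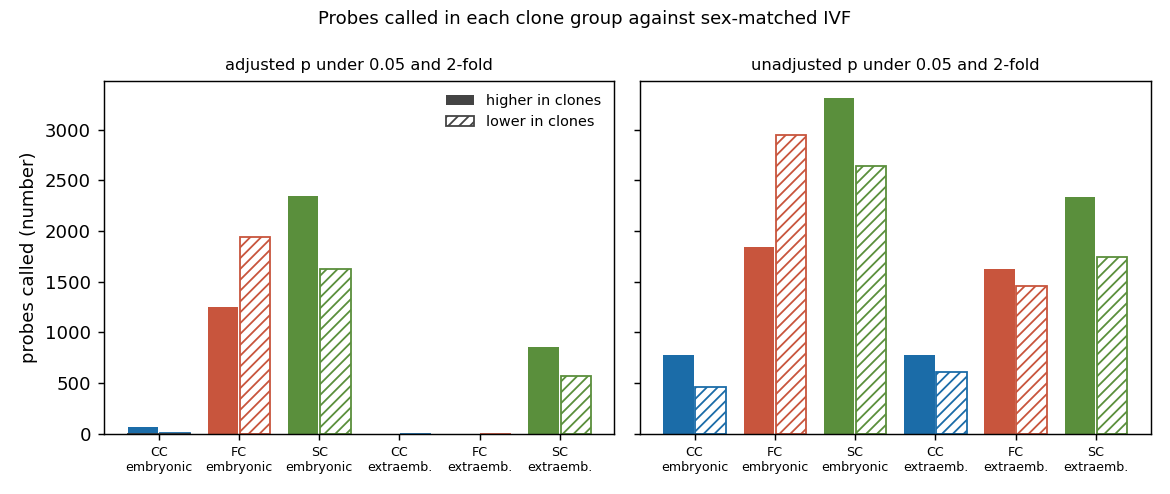
Number of probes called by limma in each comparison of clones with IVF conceptuses, split into higher and lower, for embryonic and extraembryonic tissue. In embryonic tissue 72, 3186 and 3966 probes were called for CC, FC and SC.

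CC and IVF female extraembryonic tissue showed no called gene with a name. Limma called 1 of 31916 probes, and 1387 passed unadjusted. The single called probe, matched to no gene and chosen here after its values were seen, was at least 20.9-fold higher in CC (adjusted p = 0.00256). The genes closest to the call among those raised were Atcay (3.85 ± 0.44), Nfkbie (1.68 ± 0.21) and the matrix protease gene Mmp9 (1.79 ± 0.24). Among those lowered they were the meiotic kinase gene Aurkc (-1.80 ± 0.25), Ly6k and Fam78a (-2.09 each). All of these missed the adjustment, with adjusted p of 0.545 or more. None of the 32 measured study genes passed, from Fgf5 at -4.69 to Ascl2, a spongiotrophoblast factor, at 1.12.

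Germline genes were examined in CC extraembryonic tissue as well. Of 16 methylation-silenced germline genes 0 were called by limma over all probes and 5 fell when adjusted over the list alone: Asz1, Mael, Syce1, Dazl and Taf7l. Asz1, a gene of the piRNA pathway, was at -3.28 ± 0.78, Mael at -1.74, Syce1 at -2.05, Dazl at -1.51 and Taf7l at -1.79 (n = 3 each). The list median was -1.08 (camera adjusted p = 2.04e-09, adjusted p = 0.238 with an estimated correlation). With the scan session as a block it was -1.03, and within scan session 2 (3 CC arrays and 1 IVF female array) it was -1.13. Both values rest on IVF female array 3 as the control, so they are not separate checks. The list-alone count was 3, 2 and 8 without IVF female array 1, 2 and 3. The list of Magea, Xlr and Asz1 genes, picked by the study and so not independent, had a median of -0.925, -0.837 with bounds (camera adjusted p = 1.45e-05, adjusted p = 0.238 with an estimated correlation), and -0.5 within scan session 2. It had 0 members called over all probes and 2 adjusted over the list alone.

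Epiblast markers were examined in the same groups. Their list stood at -0.10, 1.77 and 1.34 on IVF female extraembryonic arrays 1, 2 and 3 and at -1.79, -0.21 and -0.44 on the CC arrays, as deviations from the tissue mean. The 17 epiblast genes had a median of -1.73 in CC against IVF female (camera adjusted p = 3.82e-04, adjusted p = 0.497 with an estimated correlation), -0.856 without CC array 1 and -2.23 within scan session 2. With 0 called by limma over all probes or adjusted over the list alone, 6 passed the list-alone test without IVF female array 1. Pou5f1 was at -2.96 ± 1.35 and the Nodal co-receptor gene Tdgf1 at -2.28 ± 0.87, both short of the call. The streak and mesoderm list had a median of -1.26, -1.14 with bounds (camera adjusted p = 0.0126, adjusted p = 0.619 with an estimated correlation), 0.0176 without IVF female array 2 and -0.0819 within scan session 2. Giant cell genes had a median of 0.355 (camera adjusted p = 0.017, adjusted p = 0.419 with an estimated correlation), with Mmp9 and Adm higher when adjusted over the list alone, and of 0.482 within scan session 2. Genes imprinted through H3K27me3 had a median of 0.756 (camera adjusted p = 0.00489, adjusted p = 0.419 with an estimated correlation) and of 1.23 within that session.

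The CC count in extraembryonic tissue changed with single arrays of both groups. Without IVF female array 3, the single one scanned with the CC arrays, 2204 probes were called, against 0 without CC array 1 or 3 and 5 without CC array 2. With the scan session as a block 151 probes were called, 17 higher and 134 lower. With that block the changes rest on IVF female array 3 as the control.

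FC extraembryonic tissue, with 2 arrays, had 0 probes called by limma against IVF female tissue, while 3077 of 28903 passed unadjusted. Some genes of the ectoplacental cone, the outer trophoblast that invades the uterus, had low values. Tpbpa, a marker of spongiotrophoblast precursors, was at 3.92 ± 0.52 in FC, where neither array was well above background, and at 8.86 ± 0.76 in IVF female tissue (n = 3), at least 23.1-fold lower (adjusted p = 0.239). Its neighbour Tpbpb was at least 4.78-fold lower and the zinc finger gene Prdm1 was at -3.86 ± 0.94. Of 16 ectoplacental cone and spongiotrophoblast genes these 3 fell when adjusted over the list alone and none did over all probes (median -1.25, camera adjusted p = 0.00204, adjusted p = 0.824 with an estimated correlation). The list-alone count was 2 without IVF female array 1 or 2, and 6 lower with 2 higher without IVF female array 3. Germline genes had a median of -0.783 (camera adjusted p = 0.00223, adjusted p = 0.847 with an estimated correlation), with Asz1 at -3.51 ± 0.30 the single member past the list-alone test. The IVF female arrays are the controls of CC too, so lower germline medians in FC and CC extraembryonic tissue are not independent. Other genes close to the call were Taf9 (3.90 ± 0.36), Hcn1 (at least 2.52-fold higher) and Slc2a9 (at least 2.05-fold higher). None of the 32 study genes passed. Without IVF female array 3 the count rose from 0 to 2031.

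SC extraembryonic tissue was compared with IVF male tissue. Among the genes that fell were 3 of the placental prolactin family, Prl2a1 at -7.04 ± 1.23 (n = 4 SC and 3 IVF male arrays, adjusted p = 0.0338), Prl2c5 at -5.20 ± 0.84 and Prl2c3 at least 11.8-fold lower. Also lower were the endothelin receptor gene Ednra (at least 18.3-fold), the fetuin gene Ahsg (-4.54 ± 0.62), the growth regulator Gpc3 (-4.53 ± 0.69), Dab1 (at least 3.73-fold) and the placental cathepsin gene Cts7 (at least 3.17-fold). Pde2a, which encodes a cyclic nucleotide phosphodiesterase, rose by 3.58 ± 0.28 (adjusted p = 0.00695) and the integrin gene Itga7 by 3.03 ± 0.48. Hoxc5 was at least 8.63-fold higher and Olfr780 at least 4.55-fold, followed by Zbtb24 (2.54-fold), Abca2 (1.79-fold, second probe -0.15), Trak2 (1.36-fold) and Hand2 (1.16-fold), each as a lower bound, some of them under 2-fold. All SC arrays lay beyond all IVF male arrays for these genes, which was part of the rule for naming them and adds no evidence. Chance gives this for 5.71% of probes with 4 against 3, and it held for all 1424 called probes.

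Some imprinted and germline genes also changed in SC extraembryonic tissue. Of 5 genes imprinted through H3K27me3 the call was passed by Gab1 (1.52 ± 0.30) and Smoc1 (1.96 ± 0.25), also when adjusted over the list alone (median 0.69, camera adjusted p = 0.0104, adjusted p = 0.538 with an estimated correlation). Of 14 germline genes Syce1 (-3.37 ± 0.66) and Taf7l (-1.81 ± 0.40) fell over all probes, and 4 fell when adjusted over the list alone. That list had a median of -0.62 (camera adjusted p = 0.0104, adjusted p = 0.638 with an estimated correlation) and of -0.932 without SC array 4. Its list-alone count was 0 without IVF male array 2 or 3 and 2 without SC array 1. Chromatin regulators had a median of 0.328, with Setdb1 (1.52) and Hdac2 (1.45) higher (camera adjusted p = 0.0104, adjusted p = 0.538 with an estimated correlation). Of 20 glycolysis and hypoxia genes Pfkl and Eno1 (1.64) rose, and 3 rose when adjusted over the list alone (median 0.337, camera adjusted p = 0.0104, adjusted p = 0.638 with an estimated correlation). Parietal endoderm, the layer that secretes the outer basement membrane, can cling to this tissue. Its collagen genes Col4a1 (-2.12 ± 0.22) and Col4a2 fell among 8 members, 3 when adjusted over the list alone (median -0.837, camera adjusted p = 0.0384, adjusted p = 0.538 with an estimated correlation).

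Of the 32 study genes, Ascl2 (1.02 ± 0.22, adjusted p = 0.0484) and Gab1 rose and Cdx2 (-1.78 ± 0.36, adjusted p = 0.0437) fell in SC extraembryonic tissue. The others missed the call, among them Tpbpa at -3.66. Limma called 1424 of 27926 probes, 858 higher and 566 lower, and 4073 passed unadjusted. The count was 68, 219, 80 and 829 without SC array 1, 2, 3 and 4, and 142 without IVF male array 2. Of the 49 called named genes 2, 9, 6 and 26 kept the call without those SC arrays, and 38, 6 and 26 without IVF male array 1, 2 and 3. All SC extraembryonic arrays lay on slide 8, and with a random slide block 162 probes were called, 84 higher and 78 lower.

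**Figure D3:**
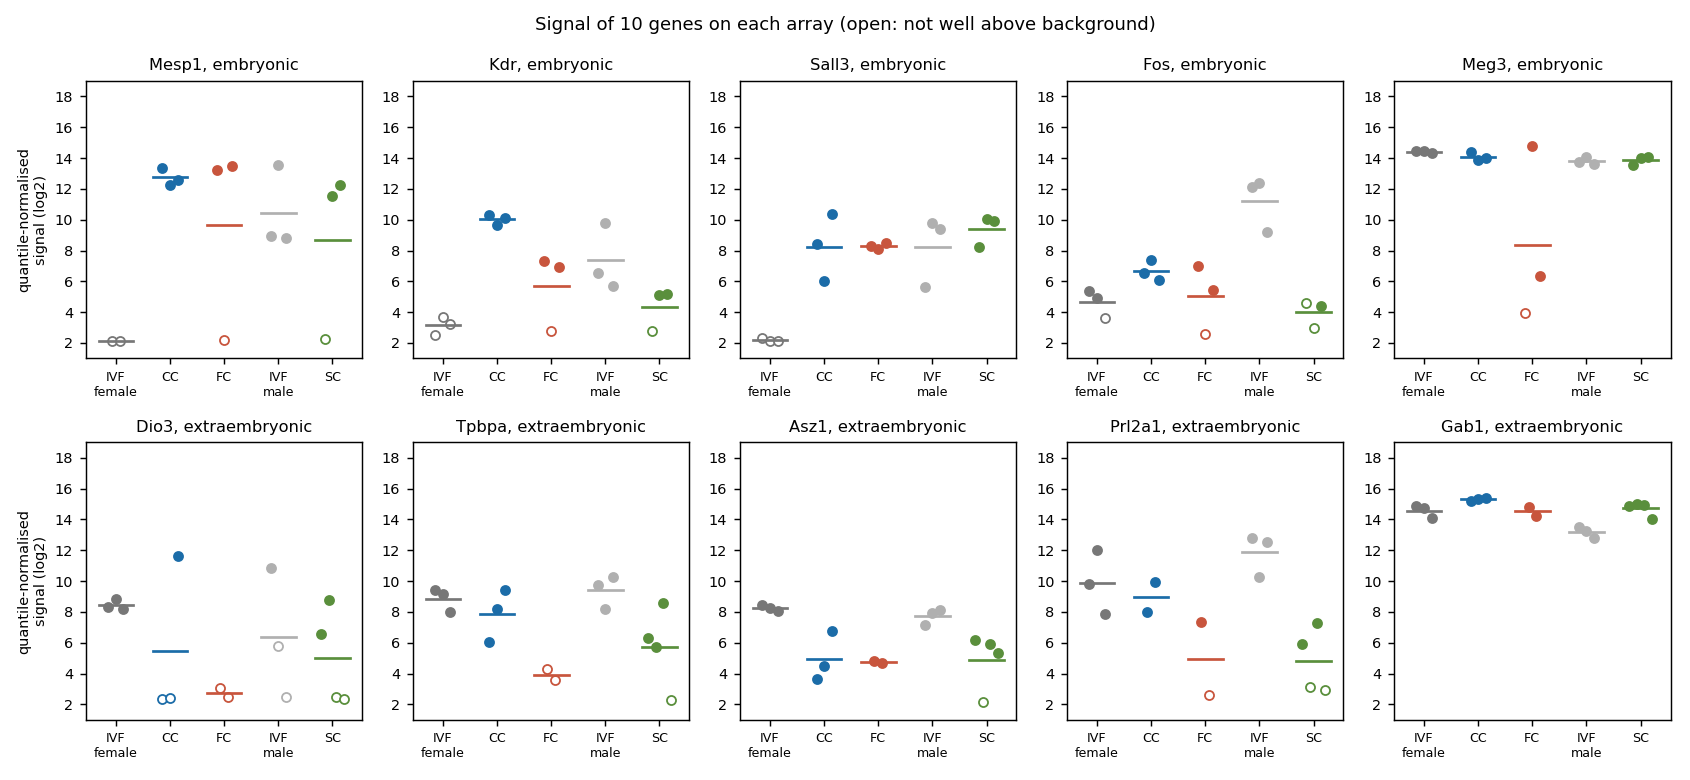
Log2 signal of selected genes on each array by group, with filled points for arrays well above background and open points for the others, and a bar for the group mean. Meg3 lay at 3.97, 14.78 and 6.32 on the FC embryonic arrays and between 13.54 and 14.49 on the other embryonic arrays.

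The imprinted Dlk1-Dio3 cluster, which the study singled out, was examined array by array. Dlk1 was at 0.21 in CC, -0.42 in FC and -0.38 in SC embryonic tissue against IVF, with adjusted p of 0.781, 0.471 and 0.571. Its single named probe was weak, at 3.91 to 5.85 on the embryonic arrays. It was not well above background on SC array 3, FC arrays 1 and 3 and IVF male arrays 1 and 3, so a change could be missed. Other Dlk1 probes may be among the 14286 without a name. Meg3, its maternally expressed RNA, was at 3.97, 14.78 and 6.32 on FC embryonic arrays 1, 2 and 3, against 14.42 ± 0.09 in IVF female embryonic tissue. The limma change of -6.06 ± 2.80 was not called (adjusted p = 0.208), and 5 of 5 Meg3 probes went the same way. Rian, which lies in the same cluster, was at 2.49, 10.66 and 2.30 on the same arrays, so both RNAs were near background on arrays 1 and 3 or low there, and high on array 2. Dio3, the paternally expressed deiodinase gene, was at 2.37, 2.41 and 11.65 on CC, 3.06 and 2.45 on FC and 6.57, 8.75, 2.49 and 2.32 on SC extraembryonic arrays. Dio3 was between 8.16 and 8.82 on IVF female arrays and at 10.82, 5.76 and 2.45 on IVF male extraembryonic arrays. Against IVF female tissue, Dio3 in FC extraembryonic tissue was at least 17.1-fold lower (adjusted p = 0.187). No comparison of a clone group with IVF called any of the 4 measured members of the cluster over all probes, a set picked by the study and so not independent. Adjusted over the list alone, Dlk1 (1.57) rose and Dio3 fell in FC extraembryonic tissue.

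The mean clone effect averaged the changes of the 3 donor types, so a gene can pass on part of them. In embryonic tissue Mlycd rose by 2.27 ± 0.19 (adjusted p = 3.92e-04), Lor by 2.10 ± 0.31, Slpi by 3.08 and the streak gene Evx1 by 3.06 ± 0.74. Fndc1 was at -2.59 with a second probe at 0.25. Sall3, Brwd3 and Syne2, the latter in 2 of 5 probes, were called higher, and Ivns1abp (adjusted p = 2.22e-05), Eya4, Nxph1, Syt16, Creg2 and Cxadr lower, without a size because at least 1 group was not well above background. The streak and mesoderm list had a median of 1.57, with 1 of 17 members higher over all probes and 8 when adjusted over the list alone (camera adjusted p = 3.01e-06, adjusted p = 0.856 with an estimated correlation). That list-alone count ranged from 0 to 13 with 1 array left out. Limma called 442 of 32514 probes, 182 higher and 260 lower. The share of higher calls was 41.2%, against 62.6% with percentile scaling, 76.4% with normexp background and 61.8% from the authors' table. The count was 208 and 253 without CC array 1 and 2, 256 without SC array 1, and 85 and 90 without IVF female array 2 and 3. In the last pair of fits 5 of 22 called named genes kept the call in each.

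In extraembryonic tissue the mean clone effect was led by Pde2a, higher by 4.46 ± 0.33 (adjusted p = 8.52e-05), and Itga7 by 3.11. Abcf1, Trip10 and B3gat3 followed with 2.96 to 2.73. Among trophoblast genes Prl2a1 (-4.31 ± 1.07) and Prdm1 (-2.01) fell. Other genes that fell were Gpc3 (-4.21 ± 0.88), Sfrp2 and Sh3bgrl (-3.54 ± 0.55). Hoxc5, Gpatch1 and Zbtb24 were called higher and Tpbpa (adjusted p = 0.047), Tpbpb, Cck, Ednra, Dab1 and Ccrl2 lower, without a size because at least 1 group was not well above background. Of the 16 ectoplacental cone genes 3 fell and 1, the connexin gene Gjb3 (1.06), rose, and 6 fell and 2 rose when adjusted over the list alone (median -0.547, camera adjusted p = 0.0582). Of 16 germline genes 5 fell over all probes, Asz1 (-3.21 ± 0.65), Mael (-1.55 ± 0.28), Syce1 (-2.13), Dazl (-1.55) and Taf7l (-1.26), and 6 when adjusted over the list alone. That list had a median of -0.709 (camera adjusted p = 7.23e-06, adjusted p = 0.387 with an estimated correlation). Among the Magea, Xlr and Asz1 genes, picked by the study and not independent, Asz1 and Xlr3c (-1.14 ± 0.24) fell of 10, also when adjusted over the list alone (median -0.724, camera adjusted p = 0.00401, adjusted p = 0.537 with an estimated correlation). The H3K27me3-imprinted list had a median of 0.614 with Smoc1 (2.03 ± 0.33) higher (camera adjusted p = 0.0146, adjusted p = 0.387 with an estimated correlation).

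Limma called 1361 of 33632 probes in that mean, 917 higher and 444 lower, a share of 67.4% higher that was 48% with percentile scaling and 43.9% from the authors' table, which moved the median of all probes from 0.0342 to -0.121. The count was 702 and 706 without CC array 1 and 2, 847 without SC array 1, 902 and 767 without FC array 1 and 2, and 808 without IVF male array 2. It was 500, 235 and 3794 without IVF female array 1, 2 and 3, with 10, 6 and 40 of the called named genes kept. With a random slide block 245 probes were called, 195 higher and 50 lower.

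Calls shared by the donor types were counted next. At the adjusted call no probe passed in the same direction in all 3 donor types of either tissue. Unadjusted, 13 of 25675 embryonic probes did, 5 higher and 8 lower, where independent lists would share 4.47 and 3.58, a value that leaves out the IVF female controls shared by CC and FC. Among them were Syne2, the growth factor gene Pdgfa (1.47, 1.69 and 1.69 in CC, FC and SC) and Fndc1 (-2.32, -3.53 and -1.91). In extraembryonic tissue 144 of 25649 did, 94 higher and 50 lower, where independent lists would share 2.59 and 1.31, again without the shared controls. These held Pde2a (4.32, 5.47 and 3.58), Hoxc5, Asz1 (-3.28, -3.51 and -2.85), Sh3bgrl (-2.39, -4.29 and -3.94) and the endodermal factor Sox7. The embryonic count was 7 without FC array 1 and 27 and 5 without IVF female array 1 and 2. The extraembryonic count was 75 and 88 without CC array 1 and 2, 71 and 91 without FC array 1 and 2, and 83, 54 and 953 without IVF female array 1, 2 and 3.

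CC and FC share their IVF female controls, which alone makes their changes alike. Unadjusted, they had 116 probes higher in both and 96 lower in both in embryonic tissue, against 64.4 and 63 between simulated unchanged groups, and 199 and 199 in extraembryonic tissue, against 95.2 and 94.8. No such value was simulated for the 3 donor types together. Across genes, which are not independent replicates, the correlation of their log2 fold changes was 0.158 in embryonic tissue, against 0.5 between simulated unchanged groups, with a covariance of 0.0882 against 0.12. In extraembryonic tissue it was 0.598 against 0.447, with a covariance of 0.421 against 0.142. SC has separate controls, and its correlation with CC and FC was -0.259 and 0.117 in embryonic and 0.317 and 0.421 in extraembryonic tissue. The 3 control arrays cannot be split into parts of 2, so part of the CC and FC excess may come from the shared controls. The simulation gave each probe the same spread in all groups and no session effect. In extraembryonic tissue the median SD between IVF female arrays was 0.418, against 0.223 for CC and 0.21 for FC. The simulated values there are thus likely too low, and that excess cannot be told apart from an effect of these controls.

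The separation of donor types was measured as the share of squared distance between clone arrays, each minus its IVF mean, that lay between types. It was 63% in embryonic tissue (9 arrays, 32039 probes) and 50.5% in extraembryonic tissue (9 arrays, 33228 probes). With no effect at all, 50 simulated sets gave 35.2% to 36.2% and 36.2% to 37.5%, because SC has a control mean of its own, and the exact permutation test passed in each of them, so its p is void. The simulated arrays held independent noise without session or slide effects. CC was scanned apart from FC and SC, and the SC controls apart from those of CC and FC. The excess of the real shares thus cannot be told apart from session. Without the subtraction, for CC and FC alone, the shares were 40.6% and 41.3%, each with the exact one-sided permutation p of 0.1, the smallest possible with these arrays.

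FC and CC were also compared directly. In embryonic tissue Cer1, an antagonist made by the anterior visceral endoderm, was lower in FC (-7.16 ± 0.82, n = 2 CC and 3 FC arrays, adjusted p = 0.012). The visceral endoderm list, which stood at 4.06 on CC array 2, had a median of -1.35 (camera adjusted p = 0.219). Prss12, Afm, Foxc2 and Dmxl1 were at least 13.8-, 10.9-, 10.6- and 10.8-fold lower. Mageb5 rose by 6.49 ± 1.47 and the nucleic acid sensor gene Zbp1 by 6.19 ± 1.25, followed by Adgra2 (5.15), Pax2 (5.08) and Ncf1 (at least 47.9-fold). Xist was at -2.53 ± 0.30 by its brightest probe, with 1 of 4 probes in that direction, and Gab1 at -3.12 ± 0.77. Limma called 5093 of 29808 probes, 2205 higher and 2888 lower in FC, and no gene list was called by camera. Percentile scaling moved the median of all probes from -0.0206 to 0.112. The count was 2557, 1319 and 1788 without CC array 1, 2 and 3. Of the called named genes 36, 29 and 26 kept the call without those arrays, and 52, 64 and 53 without FC array 1, 2 and 3. In extraembryonic tissue 1 of 31589 probes was called, the unnamed probe raised in CC, at least 18.6-fold lower in FC (adjusted p = 0.0382), and 3462 passed unadjusted. The call was lost without CC array 1, 2 or 3 or FC array 2, each of which gave 0 probes, and without FC array 1 there were 197. Ectoplacental cone genes had a median of -1.39 in FC against CC (camera adjusted p = 0.043, adjusted p = 0.843 with an estimated correlation), with 7 of 16 lower when adjusted over the list alone and 0 over all probes, and Tpbpa at least 11.6-fold lower (adjusted p = 0.143).

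Whether a clone effect differed between the tissues was tested as a difference of differences. For CC, Kdr (adjusted p = 0.0176) and Foxc1 had a higher effect in embryonic tissue, without a size because IVF female embryonic tissue was not well above background for them, and Atcay had a lower one (-4.02). The streak and mesoderm list had a median difference of 5.79, with 2 of 17 called over all probes and 15 when adjusted over the list alone (camera adjusted p = 2.05e-15, adjusted p = 0.179 with an estimated correlation). Its extraembryonic part leaned on IVF female extraembryonic array 2, where that list stood at 2.97, and the CC extraembryonic median of -1.26 was 0.0176 without that array. The visceral endoderm median of 3.09 fell to 1.23 without CC embryonic array 2 (camera adjusted p = 5.34e-07, adjusted p = 0.551 with an estimated correlation). For FC, Pde2a (-5.42) had a lower effect in embryonic tissue. Dio3 (adjusted p = 0.0349), Tpbpa and Tpbpb had a higher effect there and Msn and Fnip1 a lower one, without a size because FC tissue was not well above background for them. Of the 16 ectoplacental cone genes 2 passed, 6 when adjusted over the list alone (median 1.62, camera adjusted p = 0.00662, adjusted p = 0.684 with an estimated correlation). For SC, Gbf1 (7.62) had a higher effect in embryonic tissue and Fos (-6.00) a lower one, and Prl2a1 was called higher without a size. Germline genes had a median difference of 1.92, with 4 of 16 called, among them Taf7l, Syce1 (4.17) and Mael (3.16), and 5 when adjusted over the list alone (camera adjusted p = 9.07e-05, adjusted p = 0.514 with an estimated correlation).

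Limma called 21 of 33973 probes for the CC tissue difference, 590 of 32114 for FC and 3204 of 31042 for SC. The CC count was 13 and 9 without CC embryonic array 1 and 3, 1, 10 and 13 without CC extraembryonic array 1, 2 and 3, 4 without IVF female embryonic array 2, and 74, 43 and 3458 without IVF female extraembryonic array 1, 2 and 3. With the scan session as a block it was 193. The FC count was 209 and 293 without FC embryonic array 1 and 3, 370 and 363 without FC extraembryonic array 1 and 2, and 278, 79 and 85 without IVF female embryonic array 1, 2 and 3. It was 218, 159 and 3773 without IVF female extraembryonic array 1, 2 and 3. The SC count was 1993 without SC embryonic array 1. The share of higher calls for FC was 26.4%, against 46.3% with percentile scaling and 50.1% from the authors' table, which moved the median of all probes from -0.0731 to 0.157 and 0.2.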

Values the study reported

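At a 2.0-fold change and a 5% level, the study reported between 272 and 529 differentially expressed genes in extraembryonic tissue, with 592 in place of 529 in a figure legend, and between 901 and 4642 in embryonic tissue. The comparisons were made on 27662 to 32001 of 41267 probes. Dlk1 was described as higher in embryonic tissue of all donor types. Shared by all of them, the study counted 3 genes higher and 1 lower in embryonic tissue, and 4 higher and 1 lower in extraembryonic tissue. By quantitative PCR of CC and IVF samples, the study found Dlk1 significantly higher in CC embryonic tissue by a one-sided t test. It found no such rise in extraembryonic tissue. Meg3 (named Gtl2 there), Dio3 and Rian did not differ significantly by that method.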

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

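The tests of whether probes of a gene move together, of visceral endoderm left on the CC samples, of steps of gastrulation and of epiblast left on the IVF female samples were chosen after the results were seen.

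FC and SC embryonic tissue had 3186 and 3966 called probes and CC had 72. A larger spread between arrays in the CC comparison was argued against, since the median residual SD was 0.315 for CC, 0.385 for FC and 0.387 for SC. The share of probes at least 2-fold apart, whatever their p, was at least 3.13 times that of CC. That share rises with the spread too, so it decides nothing about spread. Scan session stays open and cannot be told apart from donor type, because CC shared slides with its controls and the others did not. IVF female against IVF male embryos, also scanned apart, gave 0.325 times as many called autosomal probes as the smaller of FC and SC, and 24.5% of their probes were at least 2-fold apart, against 25.3% for FC, 29% for SC and 8.09% for CC. Uneven amplification or labelling along transcripts is a candidate explanation for SC, where 59.5% of the other probes of called genes moved the same way, and stays open for FC with 79.8%, and a real difference between donor types was not tested apart from these. SC arrays were also brighter before normalisation than IVF male arrays 1 and 2, and whether this adds to the SC count was not tested.

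Primitive streak and mesoderm genes had a higher median in CC than in IVF female embryonic tissue. Visceral endoderm left on the CC samples was argued against as the source, since without CC array 2 the streak median was 3.92 while the visceral endoderm median dropped to 0.558. A slide effect was argued against by a median of 3.42 within the slide that held 2 arrays of each group. Embryos taken at different steps of gastrulation stay open, because the list level ranged by 3.30 between FC arrays, which is 0.878 times the CC and IVF female difference of 3.76, and these cannot be told apart from an effect of cloning. The IVF female embryos may have been at an earlier step, as a hypothesis found on these data.

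Germline genes silenced by DNA methylation had a lower median in CC than in IVF female extraembryonic tissue. Scan session stays open and cannot be told apart from cloning, because the median of -1.13 within the session that held both groups, though past the bound set beforehand, rests on 1 IVF female array, which stood at 0.49 on the list against 1.00 and 1.07 for the arrays of the other session. Epiblast cells left on the IVF female samples were argued against as the source, since the highest epiblast share of an IVF female array, 11.7% by the median of 14 epiblast genes, would bring the 16 germline genes a median change of -0.136 where the list was at -1.08. That share would bring 15 of the 16 less than their fall, and the other, Mael, would need 9.47%, while Pou5f1 reached at most 1.97% and Otx2 1.38% of their embryonic level. Lower germline expression in CC stays open as a hypothesis, found and tested on the same data, and was not tested by other data.

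Other ways of splitting the same arrays were tried for the counts of called probes. Groups of 3 against 3 allow 10 splits, too few for a share under 0.05. In each such comparison 1 of the 10 splits, the real one, gave as many probes, with 72 against a highest other of 2 for CC, 3186 against 1 for FC and 3966 against 0 for SC embryonic tissue. For CC extraembryonic tissue these were 1 and 0 and for FC against CC embryonic tissue 5093 and 0. For SC extraembryonic tissue the real split gave 1424 probes and the other splits at most 5, with 1 of 35 reaching the real count. That share is the smallest possible and is under 0.05, which argues against chance alone. It does not separate donor type from session, since SC and IVF male arrays were scanned in different sessions. For the mean clone effect in embryonic tissue 2 of 100 splits reached the real 442, and the highest other gave 602 with CC array 1 and FC arrays 1 and 3 in the place of the IVF female arrays. For embryonic against extraembryonic tissue 1 of 50 drawn splits, the real one, reached the count (9719 against 5727), which argues against chance alone. The share was also 1 of 50, under 0.05, for the CC tissue difference (21 against 16) and the SC tissue difference (3204 against 1801). Those splits exchanged clone and IVF arrays within each tissue. They ask whether either tissue has a clone effect and cannot decide whether the effect differs between tissues. The splits leave the scan sessions aside, and the CC tissue difference had 193 probes with the session as a block and 1 without CC extraembryonic array 1.

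Effects that differed between embryonic and extraembryonic tissue were tested as a difference of differences, and 21 probes passed for CC, 590 for FC and 3204 for SC. Values in the next sentences of genes with a group not well above background are no sizes: Kdr, Foxc1, Afm, Lgr5 and Slitrk1 in CC, Dio3, Igsf21, Msn, Zswim5, Fnip1, Tpbpa and Asz1 in FC, and Aspm, Rock1, Prl2a1, Klk7, Jaml, Jph2 and Ascl2 in SC. Called in CC were, among others, Kdr (7.53), Foxc1 (6.40), Afm (5.40), Plxna2 (4.90), Lgr5 (4.48), Atcay (-4.02) and Slitrk1 (-2.02). Called in FC were Dio3 (5.99), Ccrl2 (5.95), H2bu2 (5.34), Igsf21 (5.32), Septin5 (4.89), Msn (-5.50), Pde2a (-5.42), Zswim5 (-4.79), Fnip1 (-4.74) and Taf9 (-4.52), with Tpbpa (4.86) and Asz1 (2.67) among the study's genes. Called in SC were Gbf1 (7.62), Aspm (6.96), Rock1 (6.91), Prl2a1 (6.87), Knl1 (6.70), Fos (-6.00), Klk7 (-4.57), Jaml (-4.54), Ndrg1 (-4.52) and Jph2 (-4.47), with Ascl2 (-1.64), Fgfr2 (-1.59) and Gab1 (-1.97) among the study's genes.

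In the SC extraembryonic group, the single group with 4 arrays, some genes had 1 array far from the others. On SC array 4 Olfr780 was at 5.89 against 8.02 to 8.16 on the others, Plet1 at 15.64 against 16.89 to 16.90, Xist by 1 of its probes at 7.06 against 3.64 to 3.81 and Gab1 at 14.05 against 14.90 to 14.98. The other Xist probes were at 2.45, 2.05 and 2.80 on that array, none well above background. On SC array 3 Prl2c3 was at 4.22 against 2.60 to 2.82. These were 5 of 48 genes tested, where chance gives 2.4.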

How the results depend on the processing

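The fits with a single female control array, with CC and SC averaged and of the donor overlap under other settings were chosen after the data were seen. Over 514 called results for named genes, the direction was the same in each of 12446 alternative values, and the call was kept in 9974 and lost in 2472. Much of that shared direction was fixed in advance and is no evidence. Other filters, moderation, the unadjusted threshold and the fit of all 5 groups leave the log2 fold change as it was. Leaving out 1 array, which gave 6950 of the values, cannot turn a gene whose groups do not overlap. Of 46535 values for all named genes 41984 kept both direction and side of the threshold. Among 299 alternative counts of called probes 177 stayed within 1.5 times the count given above. The cause was not tested for any change below unless stated. Signal over background limits genes with weak signal, whose size of change is known only as a bound.

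The unadjusted threshold gave 1230 probes for CC, 4791 for FC and 5955 for SC embryonic tissue, and 1387, 3077 and 4073 for extraembryonic tissue. It gave 1323 and 3011 for the mean effect in embryonic and extraembryonic tissue, 3462 for FC against CC extraembryonic tissue, and 2380, 5162 and 6148 for the CC, FC and SC tissue differences. Normexp background gave 146 for CC embryonic, 0 for CC extraembryonic, 89 and 573 for the mean effect, 353 for FC against CC extraembryonic tissue (65.7% higher), 889 for the FC tissue difference and 5518 between tissues. The strict filter, which tests fewer probes, gave 203 for CC embryonic, 2 for CC extraembryonic, 468 for FC against CC extraembryonic tissue and 943 for the FC tissue difference. No filter gave 46 for CC embryonic and 0 for FC against CC extraembryonic tissue. Percentile scaling and the authors' table each gave 2 for CC extraembryonic tissue, and 0 probes were called for FC against CC extraembryonic tissue in the authors' table. Trended moderation gave 203 for CC embryonic, 2270 for SC extraembryonic and 227 for FC against CC extraembryonic tissue. A fit of all 5 groups gave 34 for CC embryonic, 11 for CC, 820 for FC and 212 for FC against CC extraembryonic tissue.

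With the slide as a block CC embryonic tissue gave 26 probes, and with the session as a block CC extraembryonic tissue gave 151 and the CC tissue difference 193. A random slide block gave 7164 for SC embryonic, 162 for SC extraembryonic, 245 for the mean effect in extraembryonic tissue, 5661 for FC against CC extraembryonic tissue and 89 for the FC tissue difference. Its estimated correlation within slides was -0.641 for SC embryonic tissue and -0.843 for FC against CC extraembryonic tissue. No slide held both groups there, so a negative value shrinks the standard errors. The counts of 7164 and 5661 are thus not corrected for batch. With IVF female extraembryonic array 3 as the single female control there were 22 for CC, 309 for the mean effect and 297 for the CC tissue difference. Averaging CC and SC only gave 844 and 695 for the mean effect in embryonic and extraembryonic tissue, and Xist turned from -0.14 to 1.03 in embryonic tissue, where leaving out FC removes its low values by construction. Neither Xist value is a size, since no IVF male array was well above background.

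Replicate numbers were not taken to pair the samples, since in no comparison did each pair with the same number correlate above 0.1 (for CC against IVF female embryonic tissue -0.157 to 0.146, against up to 0.275 between other numbers). Not every sample correlated best with its own number in any comparison with 3 pairs except the tissues of IVF male conceptuses, where every sample did (0.0913 to 0.365, against up to 0.0597), as a hint from the data and not the design. Array 3 of both tissues lay on slide 11, so its value of 0.365 cannot be told apart from slide. Arrays 1 and 2 of both lay on slide 10, with 0.275 and 0.0913 for the same number and 0.0597 and 0.00445 for the other. The labels do not say whether tissue parts with the same number came from the same conceptus. With the replicate block there were 0 calls for CC and FC embryonic, CC and SC extraembryonic tissue, both FC against CC comparisons and the CC and FC tissue differences, and 1857 for SC embryonic tissue.

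With each array left out in turn, the counts ranged from 0 to 49 for CC, 0 to 3013 for FC and 1510 to 3410 for SC embryonic tissue, and from 0 to 2204, 0 to 2031 and 68 to 1820 for extraembryonic tissue. They ranged from 85 to 549 and 235 to 3794 for the mean effect, 1319 to 5146 and 0 to 197 for FC against CC, 1 to 3458, 79 to 3773 and 1993 to 3537 for the tissue differences, and 9318 to 9916 between tissues. Where 1 array was left in a group, it was assumed to vary like the other groups.

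Probes shared by the 3 donor types at the unadjusted threshold numbered 2 with normexp, 8 with the strict filter and 23 with all 5 groups in embryonic tissue (5 to 27 with 1 array left out), and 47 with normexp and 317 with all 5 groups in extraembryonic tissue (54 to 953). The share of distance between donor types stayed within 61.3% to 74% and 47.5% to 56.3%, except for CC and FC without subtraction, with 40.6% and 41.3%. Of 72 lists called by camera over the 14 comparisons 4 were called with an estimated correlation, and 66 with the mean of all probes of a gene.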

Other observations

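Lists called by camera that the comparisons above did not describe are given here for clones against IVF. In SC extraembryonic tissue these were cholesterol synthesis, naive pluripotency and the Magea, Xlr and Asz1 genes, the last picked by the study and so not independent (median -0.596, camera adjusted p = 0.0441, adjusted p = 0.783 with an estimated correlation). Of 18 cholesterol synthesis genes 1, the farnesyl diphosphate synthase gene Fdps (1.81), rose over all probes (median 0.511, camera adjusted p = 0.0115, adjusted p = 0.638 with an estimated correlation). Naive pluripotency genes in SC had a median of -0.696, with Nr0b1 (-3.09) and Tbx3 (-1.75) lower among 13 and 6 lower when adjusted over the list alone (camera adjusted p = 0.0455, adjusted p = 0.638 with an estimated correlation). That median was -0.415 without SC array 2. In FC extraembryonic tissue 21 ribosomal protein genes had a median of 0.389 (camera adjusted p = 0.0375, adjusted p = 0.847 with an estimated correlation) and 20 maternally expressed imprinted genes one of -0.777 (camera adjusted p = 0.0346, adjusted p = 0.847 with an estimated correlation). The Magea, Xlr and Asz1 genes had a median of -0.919 there (camera adjusted p = 0.0375, adjusted p = 0.847 with an estimated correlation).

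In CC embryonic tissue 9 parietal endoderm genes had a median of 0.677 (camera adjusted p = 0.0231, adjusted p = 0.463 with an estimated correlation) and 5 genes imprinted through H3K27me3 one of 0.894 (camera adjusted p = 0.0313, adjusted p = 0.502 with an estimated correlation). In CC extraembryonic tissue none of the members of the next lists was called by limma over all probes, and 1 each of the integrated stress and of the immediate early and heat shock lists rose when adjusted over the list alone. The medians were -0.868 for naive pluripotency, -0.394 for visceral endoderm, 0.287 for the integrated stress response, 0.219 for immediate early and heat shock genes and 0.209 for glycolysis and hypoxia, with camera adjusted p of 0.0322, 0.0368, 0.041, 0.0322 and 0.0322. With an estimated correlation their adjusted p was 0.497, 0.705, 0.497, 0.419 and 0.43. The 4 measured epiblast markers of the study, not independent, had a median of -2.62 (camera adjusted p = 0.00918, adjusted p = 0.497 with an estimated correlation). For the mean clone effect, visceral endoderm had a median of 1 in embryonic tissue (camera adjusted p = 0.00728, adjusted p = 0.856 with an estimated correlation) and the streak and mesoderm list -0.813 in extraembryonic tissue (camera adjusted p = 0.0276, adjusted p = 0.647 with an estimated correlation), where IVF female array 2 stood at 2.97 on that list and the other IVF arrays between -0.25 and 0.62.

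Markers of the donor cells were not called as lists in clones of the same donor type. Of 17 cumulus and granulosa cell genes none passed in CC embryonic tissue (median -0.128, camera adjusted p = 0.894). Of 16 fibroblast genes 1 rose in FC embryonic tissue (median 0.017, camera adjusted p = 0.974), and of 14 Sertoli cell genes 1 fell in SC embryonic tissue (median -0.282, camera adjusted p = 0.571). In extraembryonic tissue the cumulus list had a median of -0.494 in CC (adjusted p = 0.0637), the fibroblast list -0.557 in FC (adjusted p = 0.284) and the Sertoli list -0.553 in SC (adjusted p = 0.365), all by camera.

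At the study's stated fold and significance level without adjustment, the counts of probes in extraembryonic tissue were 1387 for CC, 3077 for FC and 4073 for SC. These are higher than the values quoted from the study above. In embryonic tissue the counts were 1230, 4791 and 5955, with ends less than 1.5 times those of the quoted range. Shared by the 3 donor types at that threshold were 5 probes higher and 8 lower in embryonic tissue, and 94 higher and 50 lower in extraembryonic tissue. These are also higher than the values quoted from the study above. The counts here are of probes, and those of the study may be of genes.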
